A study of Homo sapiens with 8 samples.

How the data were processed

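RNA from HEK293T cells, an established line derived from human embryonic kidney, was profiled on Illumina bead arrays with 1 colour. Cells had been transfected with 200 pmol of a synthetic duplex of miR-23b or miR-27a carrying biotin, and were harvested 24 h later, per the labels. The duplexes and the RNA held with them were recovered on streptavidin beads and purified (the pull-down), and RNA of the same transfection served as the input. The labels give 4 groups of 2 arrays, namely a pull-down and an input for each miRNA. No pull-down with a non-targeting duplex was analysed here. The labels do not say whether the numbered replicates were separate cultures, so that p-values measure only the spread between these arrays, which may be technical.

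The deposited values are on a log2 scale, with 1 column per array and 14479 probes, and the authors made them with lumi 2.2.1 according to the submitters' processing notes. The transformation, the normalization between arrays and the rule by which probes were kept are not given in the sources used here. The values lay between 7.18 and 15.2, the medians of the arrays lay between 9.09 and 9.12, and genes had not been centred. With medians this close, a change is relative to the other probes of an array, and amounts of RNA cannot be compared between pull-down and input. The scale was read as log2. If the variance-stabilizing transformation of lumi had been used, a difference of 1 would equal a doubling only for bright probes, and the change of dim probes would be understated. Folds printed here are therefore apparent folds. A table of non-normalized signals was used in no step, because its 8 signal columns and 8 detection p columns carry names that match no sample. The design set before the data were examined had called for background correction and normalization of those signals, and named the deposited log2 values as the replacement if the columns could not be matched to samples. No filter on detection was therefore applied, and the parts of the rule for named genes that needed detection calls were dropped. How far a probe lay above background is unknown here, and the number of arrays limits the precision.

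Probes were named from the platform annotation. Of the 14479 probes, 12008 had 1 gene, 2 had several and 2469 had none. Entrez identifiers of 12006 probes were found in the RefSeq gene table of assembly GRCh38.p14, which was used for names only, and 0 symbols changed. A gene was represented by its probe with the highest mean over all arrays, which gave 9535 genes. Of 2104 genes with several probes, 9 had probes that passed in opposite directions in the miR-23b comparison, 15 in the miR-27a comparison, 38 in the averaged comparison, and 0 in the other comparisons. Several ribosomal protein genes have many processed pseudogenes whose transcripts can bind the same probe, so that their values, and that of PTTG3P, a close copy of PTTG1, are uncertain as to their source.

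Differential enrichment was tested with limma 3.58.1 in R 4.3.3 by a linear model with a mean for each of the 4 groups over all 8 arrays, with 4 residual degrees of freedom and empirical Bayes moderation. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over the 14479 probes. A probe passed at an adjusted p under 0.05. The comparisons were each pull-down against its input, the difference between these log2 changes, their average, and the inputs against each other. Log2 changes are given with their moderated standard error (SE), and group levels with the standard deviation (SD).

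Same-numbered arrays were checked for pairing. The difference between replicates 2 and 1 was correlated across probes for all 6 pairs of groups, and r lay between 0.34 and 0.80, above 0.1 in 6 of 6. The numbers were therefore taken to pair the arrays, on the evidence of the data and not of the labels. The main fit, set before the data were examined, had no term for the number. Shifts shared by same-numbered arrays thus counted as spread in it. A fit with the number as a block was an alternative, and its values are given where they alter the call of a named gene or list, or move a printed count of rises or falls by more than 1.5 times.

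Gene lists were written from general knowledge before the data were examined. They held reported targets of miR-23 and miR-27, reported targets of let-7 and miR-16 (families that had not been transfected), genes of RNA silencing, the interferon response, cytosolic ribosomal proteins, oxidative phosphorylation, replication-dependent histones, enzymes that use or handle biotin, the cell cycle, TGF-beta, EGFR and MAPK signalling, apoptosis, lipid and glutamine metabolism, and markers of neurons, kidney epithelium and fibroblasts. A list needed 5 tested genes, and 18 of the 19 lists had them. The kidney epithelial list had 4 and was not tested. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01 over 9535 genes, with Benjamini-Hochberg adjustment over 90 tests, and single genes were also adjusted over the list alone. Of the 10 list tests that passed, 0 passed when the correlation was estimated from the residuals.

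Genes were named by a rule fixed before the data were examined. For each miRNA it took the 10 largest rises and 6 largest falls among genes that passed and whose 2 pull-down arrays lay on the same side of both inputs, and at most 8 reported targets that passed. For the other comparisons it took 5 rises and 5 falls, or the 5 smallest p-values where none passed, and for each list up to 4 members with the smallest p. Genes without a proper symbol were skipped.

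The methods were tested on simulated data for the miR-23b comparison with 14479 probes. Of 67 probes changed by 0.5 on the log2 scale 1 was recovered, of 67 changed by 1 39 were recovered, and of 66 changed by 2 65 were recovered, with 5 false calls. Only these probes were changed, far fewer than passed in the real comparison, so that the adjusted threshold was stricter than there. Camera, on 9535 genes, called 2 of 100 unchanged lists and 100 of 100 lists shifted by 0.3. Noise was drawn independently for each gene, so that these calls do not show how camera fares with correlated genes. Nor do they show that a list shifted by 0.3 would pass in the real data. There the log2 changes of the miR-23b comparison had an SD over probes of 0.54, and p-values were adjusted over all list tests. Random lists matched on level, for the averaged comparison on 9535 genes, placed 5 of 50 unchanged lists outside their central range and 50 of 50 lists shifted by 0.5 above it. Alternatives were an intensity trend in the variance, the replicate block across all groups or within each miRNA, the compared arrays alone, each array left out in turn, a minimal change of 1, the pull-downs compared directly, fry, an estimated correlation and the mean over the probes of a gene. Median scaling, quantile normalization and the use of probes above the median level alone were added after seeing the data. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.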

Results

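The series addressed which mRNAs were bound by miR-23b and by miR-27a across the transcriptome of HEK293T cells. Each miRNA was represented by 2 pull-down arrays and 2 input arrays, 8 arrays in all. Input arrays resembled each other most, with Pearson correlations across probes of 0.979 to 0.996 over 6 pairs. The 6 pairs of pull-down arrays correlated at 0.955 to 0.984, including those between the miRNAs, and the 16 pairs of a pull-down with an input at 0.916 to 0.951. Probes are not independent replicates, and these values describe the arrays only.

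The miR-23b pull-down differed from its input in genes of varied function, and its largest falls lay mostly in ribosomal protein genes. Among the strongest rises were PRKDC, the catalytic subunit of the DNA-dependent protein kinase (log2 change 2.25 ± 0.55 SE, an apparent 4.74-fold), ACACA, the acetyl-CoA carboxylase that starts fatty acid synthesis (1.98 ± 0.31), MMACHC, which processes cobalamin (2.04 ± 0.19), and MIS12, a kinetochore component (2.02 ± 0.22). PLCXD1 (2.01 ± 0.15), KLHL23 (1.98 ± 0.24), BRI3BP (1.92 ± 0.19), the RNA methyltransferase METTL16 (1.91 ± 0.27), the Mediator subunit MED12 (1.89 ± 0.58) and the matricellular protein gene CCN2 (1.83 ± 0.28) completed the 10 largest. The largest falls were in RPL21 (-2.44 ± 0.24), RPL26 (-2.44 ± 0.15), RPS7 (-2.35 ± 0.40), RPS28 (-2.12 ± 0.18) and RPL29 (-2.07 ± 0.25), all ribosomal protein genes, and in SERF2 (-2.06 ± 0.21). Adjusted p-values from limma ranged from 0.0016 for PLCXD1 to 0.050 for MED12, which lay just under the threshold, and both pull-down arrays lay on the same side of both inputs for each of these genes.

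Of 19 tested genes reported as miR-23 targets, 6 rose in the miR-23b pull-down, 1 fell and 12 did not pass, with the same counts when adjusted over the list alone. FOXO3, a forkhead transcription factor (0.81 ± 0.14), XIAP, an inhibitor of caspases (0.80 ± 0.17), the TGF-beta pathway genes SMAD5 (0.59 ± 0.15), SMAD4 (0.53 ± 0.15) and TGFBR2 (0.50 ± 0.14), and HMGB2 (0.56 ± 0.16) rose, whereas the ubiquitin ligase gene FBXO32 fell by 0.53. The median of the list was 0.39, and 0.24 without pull-down replicate 1 or input replicate 2 of miR-23b, and the list did not pass in camera (adjusted p = 0.18). In the miR-27a pull-down 7 genes of this list rose and 3 fell, over all probes and over the list alone (7 and 5 with the replicate block, median 0.08, camera, adjusted p = 0.39). XIAP (1.36 ± 0.17), SMAD5 (0.91 ± 0.15), TGFBR2 (0.84 ± 0.14) and SMAD4 (0.79 ± 0.15) had higher values there and FOXO3 (0.57 ± 0.14) a lower one, and for none of these 5 did the difference pass in limma (adjusted p = 0.52 to 0.83). HMGB2 and FBXO32 fell there, by 0.64 and 0.46. With miR-23b FOXO3 kept its call without any single array. XIAP lost it without pull-down replicate 1 of miR-23b or either of its inputs (adjusted p up to 0.060), and SMAD5 without any of the 4 miR-23b arrays (up to 0.15). FBXO32 kept it only without pull-down replicate 1 of miR-23b or either miR-27a input (otherwise up to 0.15), HMGB2 only without either miR-27a pull-down (up to 0.18), and SMAD4 and TGFBR2 only without pull-down replicate 2 of miR-23b (up to 0.17 and 0.18).

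Ribosomal protein genes fell as a group with miR-23b. Of 67 measured, 30 fell, 5 rose and 32 did not pass (33 lower and 7 higher when adjusted over the list alone, 37 and 9 with the replicate block), with a median change of -0.41 (camera, adjusted p = 1.6e-06, and adjusted p = 0.43 with an estimated correlation). Besides those named above, RPL24 fell by 1.43 on the log2 scale, whereas RPL37 (0.72 ± 0.14), chosen after its value was seen, rose. Genes of oxidative phosphorylation fell by a median of 0.69, with 37 of 65 lower and 2 higher (44 and 3 when adjusted over the list alone, 46 and 7 with the replicate block; camera, adjusted p = 6.4e-11, and adjusted p = 0.43 with an estimated correlation). UQCRB of complex III (-1.61 ± 0.19), the cytochrome c oxidase subunits COX7B (-1.50 ± 0.16) and COX5B (-1.42 ± 0.16) and the complex I subunit NDUFA12 (-1.37 ± 0.14) had the smallest p-values. Of 13 replication-dependent histone genes, 6 fell and 0 rose (9 and 0 when adjusted over the list alone), with a median of -0.55 (camera, adjusted p = 2.3e-05, and adjusted p = 0.43 with an estimated correlation), among them H2AC20 (-1.32 ± 0.16), H2AC18 (-1.27 ± 0.13), H2BC12 (-1.09 ± 0.15) and H4C12 (-0.89 ± 0.15).

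For the miR-23b pull-down against input, 3513 probes (24.3% of those tested) passed by limma with Benjamini-Hochberg adjustment, 1741 higher and 1772 lower in the pull-down, and 6389 with the replicate number as a block (3194 higher and 3195 lower), which included all 3513. Since the medians of all arrays were nearly equal, the even split of rises and falls does not show that as many mRNAs were depleted as captured. The count fell to 1241 without input replicate 2 of miR-23b, 2102 without input replicate 1, 2237 without pull-down replicate 1 and 2005 without pull-down replicate 2. PRKDC was no longer called without pull-down replicate 2, when its change was 1.36 (adjusted p = 0.066), or input 1 or 2 of miR-23b (0.064 and 0.097). MED12, with a change of 1.02 without pull-down replicate 2, was no longer called without these arrays (0.21, 0.12 and 0.16) or either input of miR-27a (0.069), nor after median scaling or quantile normalization (adjusted p = 0.050 in both, just over the threshold).

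The miR-27a pull-down showed the largest single enrichment of the series in ELF1, an ETS family transcription factor, which rose by 3.09 ± 0.16 (an apparent 8.52-fold). METTL16 (2.97 ± 0.27), KLHL23 (2.91 ± 0.24), PLCXD1 (2.65 ± 0.15), PRKDC (2.46 ± 0.55), BRI3BP (2.37 ± 0.19) and MMACHC (2.36 ± 0.19) were enriched here as they were with miR-23b. ACBD7 (2.71 ± 0.22), SPRYD7 (2.43 ± 0.16) and the mitochondrial ribosomal protein gene MRPS16 (2.36 ± 0.19) made up the 10 largest rises and rose with miR-23b too, by 1.83, 1.72 and 1.22, as did ELF1, by 0.87. Falls were led by RPL26 (-2.43 ± 0.15), RPL29 (-2.30 ± 0.25), RPS7 (-2.07 ± 0.40), PTTG3P (-2.0 ± 0.16), RPS28 (-1.98 ± 0.18) and SERF2 (-1.97 ± 0.21). The adjusted p-values of these genes in limma ranged from 0.00043 for ELF1 to 0.011 for PRKDC.

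Among 18 tested genes reported as miR-27 targets, 4 rose with miR-27a, 0 fell and 14 did not pass, while 2 rose when adjusted over the list alone, and 6 rose and 2 fell with the replicate block. CYP1B1, a cytochrome P450 that metabolises oestrogens and xenobiotics, rose by 2.34 ± 0.14, from 7.91 ± 0.03 (SD, n = 2) in the input to 10.3 ± 0.12 (SD, n = 2) in the pull-down. FOXO1, a forkhead transcription factor, rose by 1.29 ± 0.16, FBXW7, which marks cyclin E for degradation, by 0.64 ± 0.20, and the haematopoietic regulator RUNX1 by 0.41 ± 0.13. RUNX1 lay close to the lowest values, with a mean of 7.46 in the miR-27a input, where the lowest values of the arrays were 7.33 and 7.34. FOXO1 rose by 1.01 ± 0.16 in the miR-23b pull-down too, as the 1 gene of this list that passed there, over all probes and over the list alone (6 higher and 2 lower with the replicate block, median 0.27, camera, adjusted p = 0.36). The list had a median of 0.24 and did not pass in camera (adjusted p = 0.18). CYP1B1 and FOXO1 kept their calls without any single array, FBXW7 kept it only without a miR-23b pull-down or pull-down replicate 1 of miR-27a (otherwise adjusted p up to 0.21), and RUNX1 lost it without each of the 8 arrays in turn (0.050 to 0.16).

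The same 3 groups fell with miR-27a. Of 67 ribosomal protein genes 32 fell and 3 rose (33 and 3 when adjusted over the list alone), with a median of -0.44 (camera, adjusted p = 3.0e-06, and adjusted p = 0.43 with an estimated correlation), and RPL34 (-1.84 ± 0.16) and RPL24 (-1.47 ± 0.14) were among the members with the smallest p. Of 65 genes of oxidative phosphorylation 37 fell and 5 rose (41 and 5 when adjusted over the list alone), with a median of -0.73 (camera, adjusted p = 3.9e-09, and adjusted p = 0.43 with an estimated correlation), including COX6B1 (-1.72 ± 0.15), NDUFA12 (-1.51 ± 0.14), NDUFB11 (-1.41 ± 0.15) and COX6A1 (-1.25 ± 0.14). Of 13 histone genes 8 fell and 0 rose, both over all probes and when adjusted over the list alone, with a median of -0.57 (camera, adjusted p = 0.0010, and adjusted p = 0.43 with an estimated correlation). For the miR-27a pull-down against input 4968 probes (34.3% of those tested) passed by limma, 2472 higher and 2496 lower, against 7632 with the replicate block (3506 higher and 4126 lower), which included all 4968. The count was 2573 without pull-down replicate 2 of miR-27a, 2941 without pull-down replicate 1, 3031 without input replicate 1 and 2866 without input replicate 2, and PRKDC was not called without pull-down replicate 2 (adjusted p = 0.078) or input 1 or 2 of miR-27a (0.050 and 0.051).

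**Figure D1:**
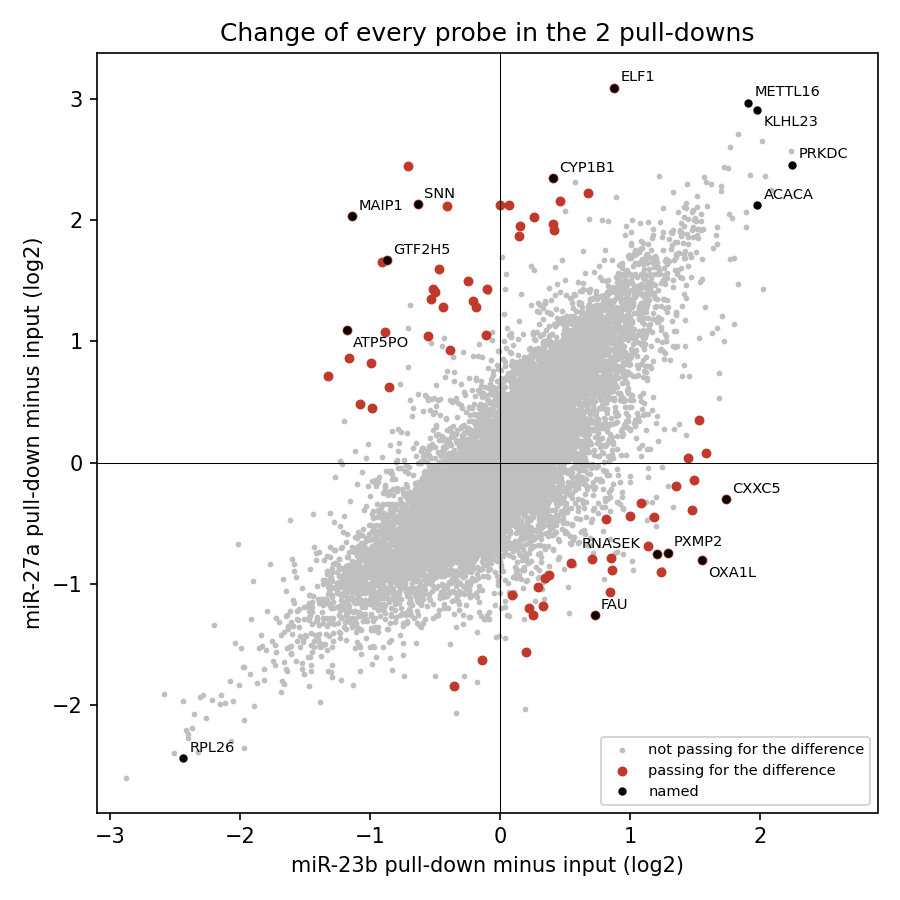
Each point is 1 probe, with its log2 change in the miR-23b pull-down on the horizontal axis and in the miR-27a pull-down on the vertical axis, each against its own input. Most points lie along the diagonal (Pearson r = 0.80), the 69 probes whose change differed between the miRNAs are red, and genes named in the text are black, such as RPL26 low in both and ELF1, MAIP1 and CYP1B1 high with miR-27a.

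The pull-downs of the 2 miRNAs, which shared no arrays but were tested in the same fit, changed largely alike. Across probes the log2 changes correlated at r = 0.80 (Spearman's rho = 0.78), against 0.84 between the replicates of miR-23b and 0.86 between those of miR-27a, and at 0.76 and 0.81 within replicates 1 and 2. Of the probes that passed, 1321 were higher in both pull-downs and 1384 lower in both, where independent lists would share 297.2 and 305.5. Opposite calls were found for 33 probes that were higher with miR-23b and lower with miR-27a, and for 14 the other way round, where independent lists would share 300.1 and 302.5. The lists were not independent. Both comparisons took the spread of a probe from the same fit over all arrays. Probes with little spread thus passed more readily in both. The difference between replicates 2 and 1 also correlated across the miRNAs, at 0.80 for the inputs and 0.66 for the pull-downs. The numbers for independent lists are therefore too low as a baseline for the overlap.

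In the main fit a small set of genes differed in enrichment between the miRNAs. Higher with miR-23b were OXA1L, which inserts proteins into the inner mitochondrial membrane (1.55 with miR-23b and -0.80 with miR-27a, difference 2.36 ± 0.21), CXXC5, a zinc finger protein gene (difference 2.04 ± 0.17), the peroxisomal membrane protein gene PXMP2 (2.03 ± 0.32), FAU, which encodes a ribosomal protein fused to a ubiquitin-like protein (1.98 ± 0.29), and RNASEK (1.96 ± 0.24). Higher with miR-27a were MAIP1, a protein of the mitochondrial matrix (-1.14 with miR-23b and 2.03 with miR-27a, difference -3.17 ± 0.25), SNN (-2.76 ± 0.29), the TFIIH subunit GTF2H5 (-2.54 ± 0.20), the ATP synthase subunit ATP5PO (-2.27 ± 0.27) and ELF1 (-2.22 ± 0.22). Adjusted p-values of these genes in limma lay between 0.0078 and 0.049, and between 0.00038 and 0.0013 with the replicate block. In all, 69 probes passed, 32 higher with miR-23b (26 genes) and 37 higher with miR-27a (27 genes), and 614 with the replicate block (415 and 199), which included all 69. This count fell when any array was left out, which leaves 1 array in its group. The differences named above kept their signs. They lay between 2.01 and 2.07 for CXXC5, 1.72 and 2.34 for PXMP2, and -3.38 and -2.95 for MAIP1. PXMP2, FAU and RNASEK lost their calls without each of the 8 arrays in turn (adjusted p up to 0.21, 0.18 and 0.13). SNN kept its call only without pull-down replicate 2 of miR-27a, ATP5PO and ELF1 only without input 1 of miR-23b (otherwise up to 0.071, 0.13 and 0.084). OXA1L and CXXC5 kept theirs only without pull-down 1 or input 1 of miR-23b, GTF2H5 without these or pull-down 2 of miR-27a, and MAIP1 without any of these or pull-down 2 of miR-23b (otherwise up to 0.059, 0.062, 0.059 and 0.059).

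Reported targets differed little as groups. Among the miR-27 targets 1 of 18 passed for the difference, namely CYP1B1, which rose with miR-27a and had a value of 0.41 ± 0.14 with miR-23b (adjusted p = 0.066, and 0.017 with the replicate block; difference -1.94 ± 0.19, limma, adjusted p = 0.013), and the same gene alone passed when adjusted over the list alone. Its difference was not rerun with single arrays left out, so that the stability of this call is unknown. The median difference of this list was -0.07 (camera, adjusted p = 0.36), and 0.04 without input 1 of miR-23b. Among the miR-23 targets 0 of 19 passed over all probes and 1 when adjusted over the list alone, HMGB2, with a difference of 1.20 ± 0.23 (adjusted p = 0.099 over all probes, and 0.0041 with the replicate block, with which 2 genes of the list passed). The median of this list was -0.03, its mean was 0.03 and camera pointed upwards (adjusted p = 0.99), and the median was above 0 without pull-down 2 of miR-23b (0.05) or without input 1 (0.09) or pull-down 2 (0.04) of miR-27a. In the other lists, HMGA1, a chromatin protein gene and reported miR-16 target, was higher with miR-23b (1.48 ± 0.16 against -0.39 ± 0.16, the latter with an adjusted p = 0.099, and 0.028 with the replicate block, and adjusted p = 0.025 for the difference in limma), as was MAPK3, the kinase ERK1, which rose by 0.84 ± 0.17 with miR-23b and fell by 1.07 with miR-27a (difference 1.91 ± 0.24, adjusted p = 0.026). For the miR-16 targets the median of -0.14 and the test lay below 0 and the mean of 0.02 above it, and for EGFR and MAPK signalling the median of -0.05 lay below 0 and the mean of 0.08 and the test above it. Of the oxidative phosphorylation genes, ATP5PO, NDUFA13 (-2.02 ± 0.27) and ATP5MF (-1.44 ± 0.20) were higher with miR-27a and COX6C (1.18 ± 0.17) with miR-23b, and of the ribosomal protein genes FAU and RPL34 (1.48 ± 0.23) were higher with miR-23b. With the replicate block 6 oxidative phosphorylation genes were higher with miR-23b and 4 with miR-27a, and 3 and 2 ribosomal protein genes, where over the list alone the counts were 2 and 4, and 2 and 0. None of the 18 lists passed for the difference in camera, the smallest adjusted p being 0.18.

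**Figure D2:**
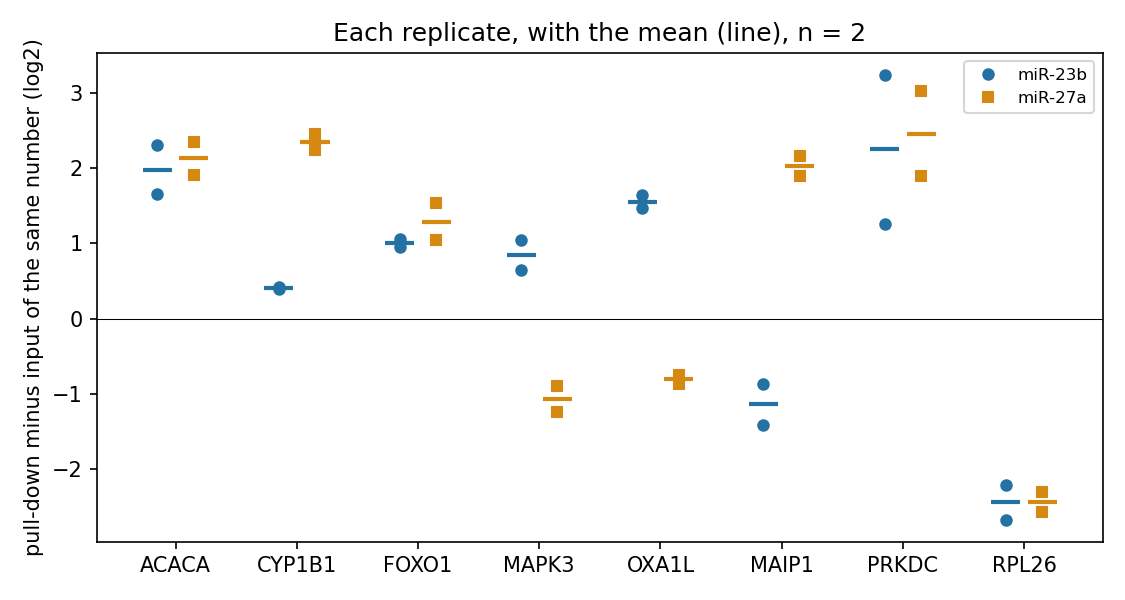
Points are the log2 difference between a pull-down and the input of the same replicate number for 8 genes, circles for miR-23b and squares for miR-27a, and lines are means (n = 2). ACACA, PRKDC and FOXO1 lie above 0 and RPL26 below 0 in every replicate of both miRNAs, whereas MAPK3, OXA1L and MAIP1 lie on opposite sides, and PRKDC has the widest spread.

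Averaged over both miRNAs, KLHL23 (2.44 ± 0.17), METTL16 (2.44 ± 0.19), the giant ubiquitin ligase gene HERC2 (2.40 ± 0.68), PRKDC (2.35 ± 0.39) and PLCXD1 (2.33 ± 0.11) rose most, and RPL26 (-2.44 ± 0.11), RPS7 (-2.21 ± 0.28), RPL21 (-2.20 ± 0.17), RPL29 (-2.18 ± 0.18) and RPS28 (-2.05 ± 0.13) fell most. This comparison set 4 pull-downs against 4 inputs, and 6597 probes (45.6% of those tested) passed by limma with Benjamini-Hochberg adjustment, 3176 higher and 3421 lower. Ribosomal proteins (35 of 67 lower and 5 higher, 36 and 7 when adjusted over the list alone, median -0.46, camera, adjusted p = 1.1e-06), oxidative phosphorylation (47 of 65 lower and 3 higher, 48 and 3 over the list alone, median -0.64, adjusted p = 1.3e-10) and histones (11 of 13 lower and 0 higher, over all probes and over the list alone, median -0.50, adjusted p = 0.00011) fell as lists, each with an adjusted p = 0.43 with an estimated correlation. The lowest value of an array was 7.18 to 7.2 in the pull-downs and 7.32 to 7.36 in the inputs, and the highest value was 15.14 to 15.24 and 14.78 to 14.85. The histone genes H2BC11, H3C10, H2AC17 and H3C7, chosen after their values were seen, lay close to the lowest values, with pull-down means of 7.24 to 7.35 for both miRNAs. HERC2 lost its call without input 1 of miR-23b (adjusted p = 0.057), input 1 of miR-27a (0.059) or pull-down 2 of miR-27a (0.073).

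The remaining lists did not pass in camera in the averaged comparison, although single members did, as did 45.6% of all probes. In RNA silencing 7 of 15 genes rose and 1 fell (8 and 1 when adjusted over the list alone, 10 and 2 with the replicate block, adjusted p = 0.13), with TNRC6A, a partner of the Argonaute proteins (1.14 ± 0.17), the pre-miRNA nuclease DICER1 (0.85 ± 0.10) and AGO3 (0.46 ± 0.09) higher and TARBP2, a partner of Dicer, lower (-0.86 ± 0.12). Of 15 interferon response genes 6 fell and 1 rose, over all probes and over the list alone (adjusted p = 0.085), namely IFITM2 (-1.19 ± 0.12), IFI6 (-0.89 ± 0.09) and IFITM3 (-0.75 ± 0.13) among the falls and the double-stranded RNA sensor EIF2AK2 (1.56 ± 0.17) as the rise. TGF-beta signalling lay at the threshold (11 of 19 higher and 2 lower, over all probes and over the list alone, median 0.37, adjusted p = 0.050), with TGFBR3 (1.35 ± 0.14), ACVR2B (1.07 ± 0.13) and SMAD9 (0.88 ± 0.11) higher and BMP7 (-0.80 ± 0.11) lower. Glutamine metabolism had 7 of 12 genes higher and 0 lower, over all probes and over the list alone, and 9 and 2 with the replicate block (adjusted p = 0.081), led by PPAT of purine synthesis (1.01 ± 0.10) and the transporter gene SLC38A1 (1.02 ± 0.14). In the lists of the families not transfected, 6 of 15 let-7 targets rose and 2 fell, over all probes and over the list alone (median 0.21, adjusted p = 0.26), led by LIN28B (1.16 ± 0.10), and 10 of 20 miR-16 targets rose and 1 fell (11 and 1 over the list alone, 12 and 3 with the replicate block, median 0.33, adjusted p = 0.088), led by CDK6 (1.22 ± 0.14). The miR-23 and miR-27 lists, each taken over both miRNAs, had medians of 0.22 (adjusted p = 0.26) and 0.24 (adjusted p = 0.21).

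Signalling, growth and metabolic lists moved both ways in the averaged comparison. In EGFR and MAPK signalling 6 of 25 genes rose and 4 fell, over all probes and when adjusted over the list alone (7 and 7 with the replicate block), with PIK3R1 (1.90 ± 0.16) and CBL (0.73 ± 0.12) higher and HRAS (-0.71 ± 0.13) lower. In apoptosis 8 of 26 rose and 4 fell (8 and 5 over the list alone, 10 and 9 with the replicate block), with the cytochrome c gene CYCS (1.5 ± 0.17) and XIAP (1.08 ± 0.12) higher and BAD (-0.98 ± 0.13) and BCL2L11 (-0.78 ± 0.09) lower. In the cell cycle 9 of 40 rose and 4 fell (9 and 3 over the list alone, 12 and 9 with the replicate block), with CDK6, CDKN1B (0.75 ± 0.11) and E2F3 (0.61 ± 0.11) higher. In lipid metabolism 4 of 17 rose and 4 fell (7 and 5 with the replicate block), with ACACA (2.05 ± 0.22) and SCD (0.55 ± 0.10) higher and NR1H3 (-0.85 ± 0.10) and CEBPD (-0.87 ± 0.12) lower. Of 9 genes for enzymes that use or handle biotin, ACACA and ACACB (0.56 ± 0.14) rose and MCCC1 (-0.57 ± 0.09) and MCCC2 (-0.40 ± 0.13) fell. Markers of neurons fell in 3 of 7, led by UCHL1 (-0.98 ± 0.17), and of fibroblasts in 2 of 7, led by VIM (-0.77 ± 0.22), with 0 rises in either. For lipid metabolism, the biotin enzymes and these markers the counts adjusted over the list alone were the same. Camera gave adjusted p-values of 0.24 to 0.99 for these lists, and the median was below 0 while the mean and the test were above 0 for EGFR and MAPK signalling, apoptosis and the cell cycle.

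**Figure D3:**
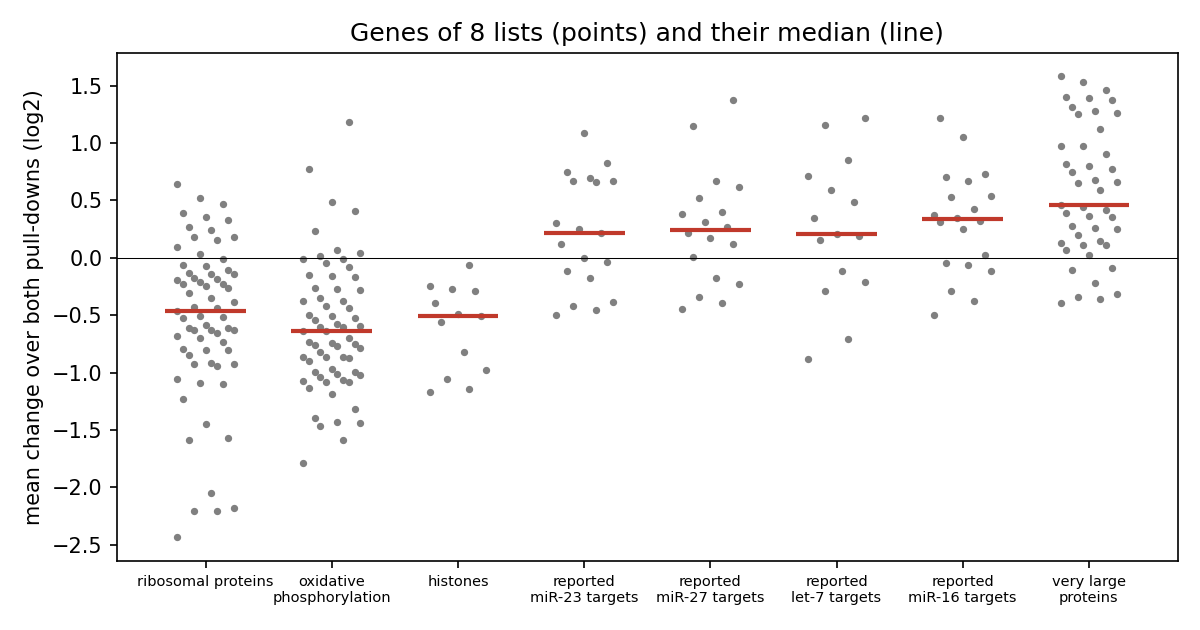
Points are single genes, placed by their mean log2 change over both pull-downs against the inputs, in 7 of the lists and in a set of genes for very large proteins that is described among the additional observations, and red lines are medians. The ribosomal protein, oxidative phosphorylation and histone lists have medians of -0.46, -0.64 and -0.50, and the 4 lists of reported miRNA targets have medians between 0.21 and 0.33.

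Between the inputs, which show whether RNA levels differed between the transfections, 0 probes passed by limma, and 76 had an unadjusted p under 0.05. Log2 differences lay between -0.59 and 0.59, with an SD over probes of 0.12. The smallest p-values belonged to RNGTT (-0.59 ± 0.15), the methionine synthase reductase gene MTRR (-0.52 ± 0.14), the deubiquitinase gene USP14 (-0.45 ± 0.12), ARF3 (0.56 ± 0.16) and ZNF330 (0.54 ± 0.15), each with an adjusted p of 1. Cell cycle genes were lower in the miR-23b input as a list (median -0.10, camera, adjusted p = 0.0021, and adjusted p = 0.50 with an estimated correlation and 0.74 with fry), although 0 of 40 passed singly, over all probes or over the list alone, and AURKA had the smallest p (-0.29 ± 0.13). That call was lost without input replicate 1 of miR-23b (median -0.03, adjusted p = 0.94) and without input replicate 2 of miR-27a (median 0.01, adjusted p = 0.98), and the median was -0.17 without the other input of either miRNA. Reported miR-27 targets were higher in the miR-23b input by a median of 0.06 (camera, adjusted p = 0.088), which passed with the replicate block (adjusted p = 0.037) and not with an estimated correlation (adjusted p = 0.43).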

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

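The tests of technical sources, of other probes and of lists matched on level were chosen after the result was seen, whereas the tests of the difference for single genes were not. The enrichment of 11 genes named for the size of their change or as reported targets differed between the transfections by the test of the difference (limma, Benjamini-Hochberg adjustment), and 10 of them had been chosen from the probes that passed that test. Members of other lists, such as HMGA1 and MAPK3, passed it too. The differences of CYP1B1, HMGA1 and MAPK3 were not rerun with single arrays left out. Higher with miR-23b were OXA1L (difference 2.36 ± 0.21 SE on the log2 scale), CXXC5 (2.04 ± 0.17), PXMP2 (2.03 ± 0.32), FAU (1.98 ± 0.29) and RNASEK (1.96 ± 0.24). Higher with miR-27a were MAIP1 (-3.17 ± 0.25), SNN (-2.76 ± 0.29), GTF2H5 (-2.54 ± 0.20), ATP5PO (-2.27 ± 0.27), ELF1 (-2.22 ± 0.22) and CYP1B1 (-1.94 ± 0.19). Groups of 2 arrays are too small for a search for outlying arrays.

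For the 69 probes that differed, the inputs argue against a difference in RNA level as the source, since they held 1.36% of the median difference of 1.72. A weaker copy of the same enrichment in 1 of the pull-downs is argued against for 25 of these probes. These 25 passed in opposite directions with the 2 miRNAs. In all, 78.3% of the probes (54 of 69) changed in opposite directions. The 69 probes were chosen for a large difference, which favours opposite signs, so that this share is no further evidence. For 17 of the 52 genes represented by such a probe, other probes were at hand, and all 22 of these changed in the same direction with a median of 1.47, which argues against a single faulty probe for those genes and leaves it open for the rest. Binding directed by sequence could not be decided from the reported targets, whose median differences of -0.0263 for miR-23 and -0.0665 for miR-27 lay inside the central 95% of 10000 lists matched on level (-0.20 to 0.17 and -0.19 to 0.17), and changed sign when single arrays were left out, lying between -0.09 and 0.09 without input 1 of miR-23b or of miR-27a, and between -0.15 without pull-down 2 of miR-27a and 0.04 without input 1 of miR-23b. Seed sites were not analysed here, so that a difference between the miRNAs in what they bind may or may not lie behind the 69 probes.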

How the results depend on the processing

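Median scaling, quantile normalization and the probes above the median level alone were alternatives chosen after seeing the data. No called result passed in the opposite direction under any alternative run. The median of the cell cycle list between the inputs, -0.10 in the main fit, was nevertheless 0.01 with 1 array left out. The miR-23b input against miR-27a input gave 0 calls in limma under each alternative. The replicate block gave 6389 calls for the miR-23b pull-down against input, 7632 for the miR-27a pull-down against input and 614 for the difference in enrichment between the miRNAs, because it takes a shared shift between same-numbered arrays out of the spread, and the replicate block within each miRNA gave 5831 for miR-23b and 318 for the difference. Apart from the values given with the block elsewhere, it changed no other call of a named gene or list. With the compared arrays alone, which leaves fewer arrays for the spread, miR-23b had 2117. A minimal change of 1 left 940 for miR-23b, 1566 for miR-27a and 1112 for the pull-down against input averaged over both miRNAs. The probes above the median level alone, a smaller set, gave 3195 for miR-27a and 3957 for the average. The pull-downs compared directly gave 502, and the cause was not tested. Leaving out single arrays, where the lone array of a group is taken to vary like the others, gave 1241 to 3022 for miR-23b, 2573 to 5095 for miR-27a, 0 to 15 for the difference, 5183 to 6042 for the average and 9 to 16 list tests (16 without pull-down replicate 2 of miR-23b).

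Of 10 list tests, 0 passed with an estimated correlation, which rests on 4 residual degrees of freedom, and 37 of 90 passed with fry, which does not compare a list with other genes. With fry the miR-23 list passed for miR-23b (median 0.39, adjusted p = 0.041, 0.041 to 0.59 over the alternatives), the miR-27 list for miR-27a (median 0.24, adjusted p = 0.0012, up to 0.48) and for the difference (median -0.0665, adjusted p = 0.016, up to 0.53), where the median lay between -0.15 and 0.04 when single arrays were left out. For the pull-downs against input this was not specific to the transfected miRNA. With fry the miR-27 list passed for miR-23b (adjusted p = 0.0062) and the miR-23 list for miR-27a (0.047). The let-7 (0.0071 and 0.0055) and miR-16 lists (0.014 and 0.025) passed for both miRNAs. For the difference, the miR-23, let-7 and miR-16 lists did not pass with fry (adjusted p = 0.92, 0.74 and 0.83). The miR-27 list passed with fry between the inputs too (mean 0.09, adjusted p = 0.035). The inputs thus held the larger part of the mean difference of -0.16 of this list. Among single genes and lists that passed, an intensity trend weakened 2 of 68 (SMAD4 and HMGB2), the compared arrays alone 7 of 48 with fewer arrays (MED12, SMAD4, SMAD5, TGFBR2, HMGB2, FBXO32 and RUNX1), fry 1 of 10, the cell cycle list between the inputs, and median scaling and quantile normalization 1 of 78 each, MED12. Alternatives without background correction, with detection filters or with the slide as a block, and the test of seed sites, were not run, since mapped signals, slides and transcripts were not used here. Signal over background is unknown, and a change of 0.5 was seldom recovered in simulated data, in which few probes were changed.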

Other observations

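The tests of signal level, of enzymes that carry biotin and of the size of the ACACA change were chosen after the result was seen, whereas the splits of the arrays were not. The test and list of genes for very large proteins were written after the largest changes had been seen. The list left out PRKDC, HERC2, UBR4, TRRAP, MED12, ESPL1 and ACACA for that reason. Of 64 such genes 45 were measured, and in the averaged comparison 24 rose and 0 fell by limma (25 and 0 when adjusted over the list alone, 30 and 4 with the replicate block). The genes named here were chosen after their values were seen. The ribosome assembly factor MDN1 (1.58 ± 0.37 SE on the log2 scale), the lipid transfer proteins VPS13D (1.53 ± 0.23) and VPS13A (1.37 ± 0.20), the ubiquitin ligases HERC1 (1.46 ± 0.41) and BIRC6 (1.32 ± 0.26), huntingtin (HTT, 1.39 ± 0.32) and the kinases ATM (1.26 ± 0.25) and MTOR (1.12 ± 0.26) were among the rises. The median was 0.30 in replicate 1 and 0.62 in replicate 2. TPR (-0.39 ± 0.22), MYH9 (-0.36 ± 0.27) and POLE (-0.34 ± 0.16) lay below 0 without passing (adjusted p = 0.17, 0.32 and 0.11), and passed with the replicate block (0.0041, 0.017 and 0.022), as did SPTAN1 (-0.32 ± 0.12, adjusted p = 0.064, and 0.0061 with the block).

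Of the changes shared by both pull-downs, signal level is argued against as the source of the falls in ribosomal protein and oxidative phosphorylation genes. The median of the ribosomal protein genes, -0.46, lay below the central 95% (-0.18 to 0.17) of 10000 random lists matched on mean level, and that of the oxidative phosphorylation genes, -0.64, did so too (-0.19 to 0.20), whereas for the histone genes level stays open, since H2BC11, H3C10, H2AC17 and H3C7 lay near the lowest values of the pull-downs (means of 7.24 to 7.35). Retention of long mRNAs remains a candidate explanation, since the median of the genes for very large proteins, 0.46, lay at percentile 100 of the matched lists (central 95% -0.17 to 0.23). No control pull-down and no transcript lengths were used here, so that binding to beads or tubes and binding through either miRNA stay open, and no biological explanation was tested.

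Of the 35 splits of the 8 arrays into 4 and 4, 1, the real one, gave as many probes (6442 in a 2-group fit), and the highest of the others gave 0. The others mix pull-downs with inputs on both sides, which puts any difference between these into the spread and makes calls unlikely. Even if arrays could be exchanged freely, the real split is 1 of 35, so that chance is not excluded. The data paired same-numbered arrays, and the 8 splits that part all 4 pairs of a pull-down with its input are too few for a share under 0.05 (6442 for the real one, 0 for the highest of the others).

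ACACA rose in both pull-downs, by 2.05 ± 0.22 on average and by 1.98 ± 0.28 at its other probe, and its product carries biotin, which streptavidin binds. Of other genes for enzymes that carry biotin, MCCC1 changed by -0.57 ± 0.09, and PCCA (-0.18 ± 0.15) and PC (0.13 ± 0.22) did not pass. Whether these enzymes receive biotin while still on the ribosome is not known here. Their values therefore cannot decide whether mRNAs were captured through newly made enzymes that carry biotin. For the cytosolic carboxylases such capture cannot be told apart from length, because ACACB rose as well (0.56 ± 0.14) and encodes a very large protein like ACACA. Retention of long mRNAs may account for ACACA, but 0% of the 45 other genes for very large proteins reached its value. PRKDC (2.35 ± 0.39) and HERC2 (2.40 ± 0.68), left out of that list, exceeded it. Without pull-down replicate 2 of miR-23b these averages fell to 1.91 and 1.65, and the ACACA change with miR-23b fell from 1.98 to 1.49.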
